# Cultured brain pericytes adopt an immature phenotype and require endothelial cells for expression of canonical markers and ECM genes

**DOI:** 10.3389/fncel.2023.1165887

**Published:** 2023-05-02

**Authors:** Fabiana Oliveira, Olga Bondareva, Jesús Rafael Rodríguez-Aguilera, Bilal N. Sheikh

**Keywords:** brain, vasculature, pericytes, single cell RNA-seq, endothelial, extracellular matrix

## Abstract

Pericytes (PCs) are essential components of the blood brain barrier. Brain PCs are critical for dynamically regulating blood flow, for maintaining vascular integrity and their dysregulation is associated with a myriad of disorders such as Alzheimer’s disease. To understand their physiological and molecular functions, studies have increasingly focused on primary brain PC isolation and culture. Multiple methods for PC culture have been developed over the years, however, it is still unclear how primary PCs compare to their *in vivo* counterparts. To address this question, we compared cultured brain PCs at passage 5 and 20 to adult and embryonic brain PCs directly isolated from mouse brains via single cell RNA-seq. Cultured PCs were highly homogeneous, and were most similar to embryonic PCs, while displaying a significantly different transcriptional profile to adult brain PCs. Cultured PCs downregulated canonical PC markers and extracellular matrix (ECM) genes. Importantly, expression of PC markers and ECM genes could be improved by co-culture with brain endothelial cells, showing the importance of the endothelium in maintaining PC identity and function. Taken together, these results highlight key transcriptional differences between cultured and *in vivo* PCs which should be considered when performing *in vitro* experiments with brain PCs.

## 1. Introduction

Pericytes (PCs) are mural cells that are embedded in the basement membrane of microvessels (Armulik et al., 2011; Winkler et al., 2011). Together with endothelial cells (ECs), PCs play a major role in vascular function through the regulation of angiogenesis (Ozerdem and Stallcup, 2003; Chang et al., 2013), vessel integrity (Bjarnegaård et al., 2004; Armulik et al., 2010; Bell et al., 2010), and extracellular matrix composition (Stratman et al., 2009; Sava et al., 2015). The interaction between PCs and ECs is first established during embryogenesis, where mesenchymal cells originating in the mesothelium or the neural crest (Etchevers et al., 2001; Korn et al., 2002) are recruited to the microvessels by EC-secreted Platelet-derived growth factor subunit B (PDGF-B) (Enge et al., 2002; Bjarnegaård et al., 2004). Transforming growth factor beta (TGF-β) signaling is then involved in mediating the proliferation and differentiation of PCs during vessel development (Winkler et al., 2011). In the mature microvasculature, the endothelial-to-pericyte ratio is varied across different organs, but it is the highest in the central nervous system (Armulik et al., 2011). There, PCs maintain the blood brain barrier (BBB) and are responsible for its maturation and stability (Armulik et al., 2011). Interestingly, PC deficiency in the CNS has been linked to multiple diseases, including Alzheimer’s disease, diabetic retinopathy and neonatal intraventricular hemorrhage (Ballabh, 2010; Hammes et al., 2011; Zlokovic, 2011). Furthermore, animal models with low PC density show an increase in BBB breakdown and premature onset of neurodegenerative disorders (Bjarnegaård et al., 2004; Bell et al., 2010). Thus, further studies of PC biology could improve our understanding of their role in vascular homeostasis and how they relate to disease.

Multiple *in vitro* models of the BBB have been developed over the years with the goal of reliably reproducing the physiological conditions of microvasculature in a straight-forward and accessible manner. As a key component of the vessels, PCs are often included in BBB models as primary cells (Prashanth et al., 2021), which can be isolated from the mouse brain (Dore-Duffy, 2003; Tigges et al., 2012). Protocols for PC isolation typically involve an initial digestion of the brain into single cell suspensions or microvessel fragments, followed by the selective subculture of primary PCs (Balabanov et al., 1996; Nees et al., 2012; Boroujerdi et al., 2014; Thomsen et al., 2015; Smyth et al., 2018a). When cultured in an appropriate medium, primary mouse brain PCs are thought to consistently express PC markers (PDGFRB, NG2, and CD146) and can remain proliferative for 40 passages (Tigges et al., 2012). However, multiple reports have suggested that cultured PCs show stem cell potential and can be easily differentiated into other cell types *in vitro*, including mesenchymal stem cells, myogenic cells, osteocytes, chondrocytes and adipocytes (Farrington-Rock et al., 2004; Dore-Duffy et al., 2006; Crisan et al., 2008). Therefore, it is still unclear how primary mouse brain PCs compare to *in vivo* microvascular PCs and if they remain pure after prolonged culture.

In this study, we used single-cell RNA sequencing to compare cultured PCs with *in vivo* brain PCs. We observed that early and late passage PCs display low heterogeneity and are most similar to embryonic PCs. Our analysis also indicated that mono-cultured PCs express lower levels of canonical PC marker and extracellular matrix (ECM) genes, especially laminins and integrins. However, when co-cultured with ECs, PCs upregulate their canonical markers and ECM-related genes, indicating that the contact with other ECs is essential for the maintenance of PC identity and function.

## 2. Materials and methods

### 2.1. Animals

C57BL/6N mice were housed at 22 ± 2°C and maintained in a 12 h day, 12 h night cycle. Water and food were provided *ad libitum*. All experiments were performed in accordance with the animal ethics laws of Saxony, Germany, and were approved by the state animal ethics committee (Landesdirektion Sachsen, Leipzig, Germany).

### 2.2. Primary PC isolation and culture

Two sets of PCs were isolated as previously described, with minor modifications (Tigges et al., 2012; Sheikh et al., 2020). Briefly, for each primary PC isolation, brains of 6 female wild type mice (6–8 weeks old) were dissected and placed in cold minimum essential media (MEM) (ThermoFisher, 41090028). The olfactory bulb, cerebellum and medulla were removed, and the brain was thoroughly minced with a scalpel. After a wash with MEM and centrifugation at 300 × *g* for 5 min, the tissue was incubated with 3 ml of enzymatic solution for 70 min at 37°C while being mixed every 10 min with tube inversions. The enzymatic solution was prepared using the Papain dissociation system (Worthington, LK003150) with a final concentration of 30 U/ml papain (containing 1.6 mM L-cysteine and 0.8 mM EDTA) and 40 μg/ml DNase I in Earl’s balanced salt solution. The digested brain was then passed 10 times through an 18 gauge needle and subsequently 10 times through a 21 gauge needle. Following a wash with MEM and centrifugation at 300 × *g* for 5 min, 3 ml of the digested brain solution was transferred to a 15 ml Falcon tube and layered on top of 5 ml of 22% BSA (Cytiva, SH30574.02) in PBS. In order to separate the myelin, the solution was centrifuged at 1000 × *g* for 10 min and the top lipid layer was carefully removed. The cell pellet was resuspended in 5 ml of endothelial cell growth media [ECGM: 10% FCS, 25 μg/ml heparin (Sigma, H3149-10KU), 1 μg/ml Ascorbic acid (Sigma, A4403-100 mg), 2 mM GlutaMax (Thermo Fisher, 35050061), 1 × Pen/Strep (Thermo Fisher, 15140122) and 30 μg/ml ECGS (Millipore, 02–102) in Hams F12 (ThermoFisher, 21765029)] and centrifuged for 5 min at 300 × *g*. Two wells of a 6-well plate were pre-coated with 0.02% collagen type I in sterile water for at least 2 h followed by two gentle washes with sterile water and one wash with PBS. The isolated cell pellet was resuspended in ECGM and cultured in the collagen coated plate. After 20 h of culture, the cells were washed 3 times with PBS, and fresh ECGM was added. The medium was replenished every 3 days and the cells were kept in culture until they reached confluency (∼9 days). The PCs were passaged (1:4) to fresh collagen coated 6-well plates for five passages until they were ready for use. ECGM was used in the first two passages and Pericyte Medium (1% Penicillin/Streptomycin, 2% fetal bovine serum, and 1% Pericytes Growing Supplements) (ScienCell, 1201) from passage 2 onward. PC identity was confirmed via PDGFRβ expression.

### 2.3. FACS isolation of brain pericytes

Brains were dissected and rinsed in ice-cold PBS. The olfactory bulb and cerebellum were removed. The brain was then dissociated with the Neural Dissociation kit P (Miltenyi Biotec, 130-092-628), as per the manufacturer’s instructions, via the gentleMACS Octo Dissociator system with heaters (MACS Technology, Miltenyi Biotec) using the 37C_NTDK_1 program. Cells were transferred via a 20-gauge syringe through a 70 μm cell strainer and into a 50 ml Falcon tube. Cells were collected by centrifugation (4°C, 300 × *g*, 5 min). Myelin was removed using myelin removal beads (Miltenyi Biotec, 130-096-733), as per the manufacturer’s instructions, before staining. FACS isolation of PCs was performed using the EMBRACE technology (Sheikh et al., 2019, 2020). Briefly, samples were stained with PDGFRβ (R&D Systems, AF1042: 1:50), CD45-PE (BD Pharmingen, 533081; 1:300), CD31-APC (eBioscience, 17-0311-85; 1:250), and CD102-BV421 (BD Pharmingen, 740018; 1:250) antibodies diluted in FACS buffer (2% fetal calf serum in PBS). The PDGFRβ was conjugated to CF488 (FITC channel) using the CF488A antibody labeling kit (Sigma) as per the manufacturer’s instructions. Staining was done on ice in a total volume of 300 μl. Cells were washed in 14 ml of FACS buffer, collected by centrifugation (4°C, 300 × *g*, 5 min), resuspended in FACS buffer containing 1 μg/ml propidium iodide and passed through a 100 μm cell strainer into a FACS tube. Cells were sorted on the FACS Aria instrument (BD Biosciences). Single cells were selected based on forward and side scatter. Dead cells were removed using propidium iodide. Pericytes were gated based on PDGFRβ*^high^*, CD31^–^, CD45^–^, and CD102^–^ expression.

### 2.4. Single cell workflow

One set of PCs isolated from 6 mice was used for the P5 timepoint, while a different, second set of PCs were used for the P20 timepoint. Single cell RNA-seq was performed using 10 × Next GEM Single Cell 3′ GEM kit v3.1 (10 × Genomics; Pleasanton, CA, USA) according to the manufacturer’s protocol. Briefly, passage 5 PCs and passage 20 PCs as well as freshly sorted brain PCs were spun down (4°C, 300 g, for 5 min), resuspended at ∼1000 cells/μl, and immediately loaded into the 10 × Chromium controller. Generated libraries were sequenced on an Illumina NovaSeq with > 45.6 × 10^3^ reads per cell followed by de-multiplexing and mapping to the mouse genome (build mm10) using CellRanger v5.0 (10 × Genomics).

### 2.5. Bioinformatical analysis

Our established workflow was used to analyze the data (Bondareva et al., 2022). Briefly, gene expression matrices of passage 5 PCs, passage 20 PCs and brain PCs were obtained using the CellRanger software v5.0.1 (10 × Genomics). Additionally, two different datasets were included in the analysis: adult mouse brain vascular cells (GSE98816) (Vanlandewijck et al., 2018) and embryonic mouse brain PCs (GSE133079) (Sheikh et al., 2019). The next steps were performed with the Seurat package v3.0 (Satija et al., 2015). Initially, data were filtered for cells with more than 1000 uniquely expressed genes, and with less than 20% of overall reads mapping to the mitochondrial genome. Next, we merged the data with merge() function, normalized it with NormalizeData() and identified 2000 highly variable genes with the function FindVariableFeatures(). Then, the data was scaled with ScaleData() and the variables linked to the percentage of mitochondrial and ribosomal genes were regressed. After using the command RunPCA(), the data was clustered using the first 15 dimensions at a 0.8 resolution with the functions FindNeighbors(), FindClusters() and RunUMAP(). Clusters were labeled according to cell markers for PCs (*Pdgfrb*, *Cspg4*, *Anpep*), smooth muscle cells (*Acta2*, *Myh11*, *Tagln*), endothelial cells (*Pecam1*) microglia (*Csf1r*, *Cd48*, *Emr1*), fibroblasts (*Pdgfra*, *Lum*, *Dcn*, *Col3a1*), oligodendrocytes (*Mobp*, *Mag*, *Plp1*) and astrocytes (*Aldh1l1*, *Slc4a4*). The clusters that remained unidentified were labeled according to their original datasets: PCs passage 5 (PC5), PCs passage 20 (PC20) and embryonic brain PCs (embPC). Differentially expressed genes were found with the function FindMarkers(): upregulated genes were assigned as > 1.0 log_2_ fold change (log_2_FC), conserved genes as −0.5 < log_2_FC < 0.5 and downregulated genes as −0.5 < log_2_FC. Finally, we used the corrplot package v0.92 (Friendly, 2002) for the analysis of correlation between clusters. The average gene expression of each cluster was calculated with the command AverageExpression(), the Pearson correlation was obtained with cor() and a correlation matrix was made with the corrplot.mixed() function.

### 2.6. PC co-culture and FACS sorting

Primary mouse PCs at passage 8 were stained with Vybrant™ CFDA SE Cell Tracer Kit (Invitrogen, V12883) as specified by the manufacturer. Briefly, PCs were treated with CFDA SE (50 μM) in PBS for 15 min in the incubator. Then, the solution was replaced with Pericyte Medium (ScienCell, 1201) and the cells were incubated for an additional 30 min. The stained passage 8 primary mouse PCs were dissociated and mixed with untreated mouse brain bEnd.3 endothelial cells (Montesano et al., 1990) in a proportion of 1:10. The cells were then seeded into a coated plate (0.02% collagen type I) and co-cultured for 3 days. As a control, CFDA SE-dyed passage 8 primary mouse PCs were cultured in a monoculture for 3 days without ECs. The media used was 50% Pericyte Medium and 50% bEnd.3 medium. bEnd.3 medium consisted of 10% FCS, 1% Glutamax (ThermoFisher, 35050061) and 1% Pen/Strep (Thermo Fisher, 15140122) in dulbecco’s modified eagle’s medium (DMEM) (Gibco, 41966-029).

After 3 days, the co-cultured cells were trypsinised and stained with 5 μl Zombie NIR™ dye (BioLegend, 77184) in 500 μl of PBS and incubated for 15 min in the dark. Then, the suspension was washed with 10 ml of PBS and resuspended in FACS buffer (2% FCS in PBS). The cells were sorted on the FACS Melody instrument (BD Biosciences). Side and forward scatter data was used to identify single cells. Dead cells were removed based on the Zombie dye. PCs were gated and sorted using the CFDA SE staining.

### 2.7. RNA isolation, cDNA synthesis, and qPCR

Pericytes RNA was isolated with the RNeasy Mini Kit (Qiagen, 74106). The cDNA was synthesized with Maxima first-strand cDNA synthesis kit (Thermo Fisher Scientific, K1671). Finally, qPCR reactions were run with Power SYBR Green PCR master mix (Life Technologies, 4368708) on an LC480 instrument (Roche). The resulting Cp values were standardized according to a standard curve, converted from a log to a linear scale, and the expression data were normalized to *Gapdh* values. Details of the primers sequences are provided in Supplementary Table 1.

### 2.8. Immunostaining

Passage 9 PCs were cultured for 3 days in 8 well μ-slides (Ibidi, 80826). Cells were fixed with 4% formaldehyde for 10 min and then washed 3 times with PBS. The slides were blocked for 2 h with 1% basic serum albumin (PanReac AppliChem, A1391) and 0.1% Triton X-100 (Roth, 3051.3) in PBS, and then incubated overnight with PDGFRβ antibody (1:100, R&D Systems, AF1042). Cells were washed 3 times with blocking solution and incubated with an AlexaFluor 488 donkey anti-goat IgG antibody (1:400, Thermo Fisher Scientific, A11055). Pictures were obtained with a confocal microscope (Zeiss, LSM980) and the same exposure and acquisition settings were used for all cells.

### 2.9. Statistics

Normalized gene expression data after standardization to *Gapdh* were analyzed using GraphPad Prism v8.0. Data are presented as mean ± SEM Data were analyzed using a two-tailed Student’s *t*-test.

## 3. Results

### 3.1. Cultured brain PCs are homogenous and downregulate canonical markers

Single cell (sc)RNA-seq is a powerful technique for identifying heterogeneity and phenotypic shifts in vascular cells (Bondareva and Sheikh, 2020; Kalucka et al., 2020). 

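Primary mouse brain PCs were sequenced as single cells in droplets, with 1 library from a culture at passage 5 (PC5) and 1 library from a culture at passage 20 (PC20). By the paper's methods the cultures came from separate isolations, while the description deposited with the files speaks of only 1. The paper's account is used here, by which passage number and isolation cannot be told apart in any comparison of the libraries. The adult and embryonic cells of the study were not analysed here. The authors mapped the reads to the mm10 mouse genome with CellRanger and deposited the number of unique molecular identifiers (UMIs, which tag single captured RNA molecules) counted for each of 31053 genes in each cell barcode, without normalization. The PC5 library held 223978480 UMIs in 10629 barcodes, and the PC20 library held 191306354 UMIs in 4884 barcodes. Expression of a gene is given as CPM, its UMIs summed over the cells kept in a library and scaled to a library total of 1000000. The change between the libraries is given as the log2 ratio, the log2 of CPM in PC5 over CPM in PC20, so that positive values are higher in PC5. Parentheses after a value hold its 95% interval, which is an exact Poisson interval for CPM, an exact conditional binomial interval for a log2 ratio and an exact Clopper-Pearson interval for a share of cells. These intervals cover counting error only. With 1 library per passage, no difference has a replicate check and no test between the passages was made. Gene positions are from GENCODE mouse release M21 on GRCm38, which held 31011 of the 31053 gene identifiers.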

To uncover if cultured PCs are transcriptionally similar to *in vivo* PCs, we performed scRNA-seq analysis of two independent cultures of primary mouse brain PCs, one at passage 5 and the other at passage 20, as well as adult mouse brain PCs (Figures 1A, B and Supplementary Figure 1A). Additionally, two further datasets were included in the study: adult mouse brain vascular cells (GSE98816) (Vanlandewijck et al., 2018) and embryonic mouse brain PCs (GSE133079) (Sheikh et al., 2019; Figure 1C). 

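Of the 10629 PC5 barcodes, 9950 had more than 1000 genes with a UMI and under 20% of UMIs from mitochondrial genes, and 679 (6.39%) were left out. In PC20, 4749 of 4884 barcodes were kept and 135 (2.76%) were left out. Most of those left out had 1000 genes or fewer, 673 in PC5 and 129 in PC20. Mitochondrial UMIs reached 20% in 120 PC5 and 56 PC20 barcodes. Kept cells had a median of 21700 UMIs and 4453.5 genes in PC5, and of 33424 UMIs and 5375 genes in PC20. Because PC20 cells held more UMIs, shares of cells with a UMI of a gene were also counted after each cell was thinned at random to 10500 UMIs, which left out 1103 PC5 and 275 PC20 cells with fewer. A stricter filter of more than 2000 genes and under 10% mitochondrial UMIs moved the numbers of kept cells to 9424 and 4563.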

Cells with low feature counts (<1000 unique genes) or high percentage of mitochondrial genes (>20% of transcripts) were filtered out (Supplementary Figure 1B) leaving a total of 17,630 cells to be analyzed in the study. Unbiased clustering identified 18 clusters (Supplementary Figure 1C) that were later combined into 10 according to their similarities (Figures 1D, E and Supplementary Figures 1D–F). 

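*Xist* (ENSMUSG00000086503), the noncoding RNA that coats the inactive X chromosome, lies on chromosome X from 103460366 to 103483254. Its level was 662 CPM (659 to 666) in PC5 and 636 CPM (633 to 640.0) in PC20, a log2 ratio of 0.06 (0.05 to 0.07). An *Xist* UMI was found in 89.4% of PC5 cells and 95.4% of PC20 cells, and after thinning in 7883 of 8847 and 4162 of 4474 cells. Of the Y chromosome genes *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y*, the PC5 library held 0, 5, 2 and 0 UMIs, and the PC20 library 0, 0, 0 and 1 UMIs. Among cells with no *Mki67* or *Top2a* UMI, the alternative that moved it most, the *Xist* log2 ratio was 0.25.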

All clusters displayed high expression of the female-specific gene *Xist*, indicating that the majority of cells in the datasets originated from female mice (Supplementary Figure 1G). The labeling of each cluster was based on canonical cell type markers (Figure 1F and Supplementary Figure 1H; Vanlandewijck et al., 2018). Three clusters had unclear markers and were labeled according to their origin (Supplementary Figure 1E). Four distinct clusters were categorized as PCs: adult brain PCs (aPCs), embryonic brain PCs (embPCs), passage 5 PCs (PC5) and passage 20 PCs (PC20).

**FIGURE 1:**
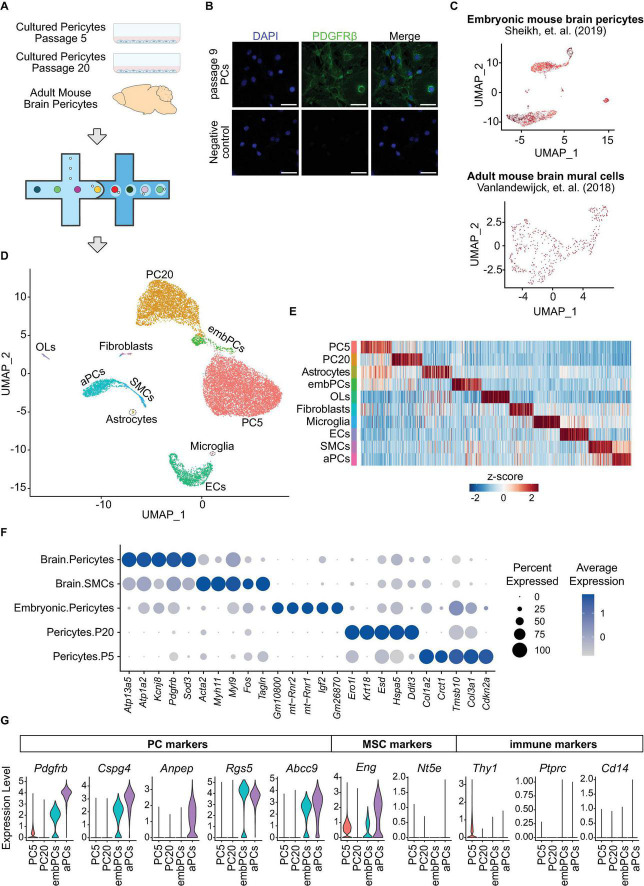
Cultured PCs are a homogenous population and downregulate their canonical markers. **(A)** Experimental design: scRNA-seq analysis of adult mouse brain PCs and cultured primary mouse PCs at passage 5–20 was undertaken via the 10x genomics platform. **(B)** Immunostaining of PDGFRβ in primary brain PCs at passage 9. Scale bars, 50 μm. **(C)** Uniform manifold approximation and projection (UMAP) clustering of the two additional datasets included in the study: embryonic mouse brain PCs (GSE133079) (Sheikh et al., 2019) and adult mouse brain mural cells (GSE98816) (Vanlandewijck et al., 2018). **(D)** UMAP clustering of all cells included in the study. Colors and labeling indicate the cell types. **(E)** Heatmap showing the 100 most enriched genes per cluster. Colors represent the average z-score of a cluster for each gene. **(F)** Dot plot indicating the average expression of the top 5 most highly enriched genes in PC and SMC clusters. **(G)** Violin Plot representing the expression of 5 PC markers (*Pdgfrb*, *Cspg4*, *Anpep*, *Rgs5*, and *Abcc9*), mesenchymal stem cell markers *Eng* and *Nt5e*, as well as the immune cell markers *Thy1*, *Ptprc* and *Cd14* in PC5, PC20, aPCs, and embPCs. aPCs, adult brain pericytes. embPCs, embryonic brain pericytes. ECs, endothelial cells. OLs, oligodendrocytes. PCs, pericytes. PC5, passage 5 pericytes. PC20, passage 20 pericytes. SMCs, smooth muscle cells.

We checked the expression of canonical PC markers in each PC cluster (*Pdgfrb*, *Cspg4*, *Anpep*, *Rgs5*, and *Abcc9*). aPCs displayed consistently high expression of canonical PC markers compared to other clusters (Figure 1G). EmbPCs had intermediate expression of canonical PC markers, while cultured PCs showed the lowest expression. 

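*Pdgfrb* (ENSMUSG00000024620, chromosome 18 from 61045150 to 61085061), which encodes a receptor for platelet-derived growth factor, had 44.6 CPM (43.7 to 45.5) in PC5 and 5.43 CPM (5.10 to 5.77) in PC20, a log2 ratio of 3.04 (2.95 to 3.13). A *Pdgfrb* UMI was found in 54.2% of PC5 cells and 16.5% of PC20 cells, and after thinning in 35.8% and 5.57%. No cell type in the cultures is known to lack these genes, so the background was read from 10 genes of other lineages, such as neurons and blood cells. Each of these had a UMI in at most 0.121% of PC5 and 0.147% of PC20 cells, and after thinning in at most 0.0678% and 0.0447%. Free RNA differs between genes, so these give a low estimate of background. Thinned shares near or under 1%, a limit chosen after the data were seen, are not read here as expression or, with both libraries there, as a difference. Where only 1 library is there, as for *Cspg4*, *Tagln* and *Thy1*, its UMIs may be background. The log2 ratio and its interval then give only a lower bound on the size of the difference. *Cspg4* had 1237 UMIs in PC5 (5.55 CPM) and 19 UMIs in PC20 (0.0994 CPM), a log2 ratio of 5.80 (5.15 to 6.54), and its thinned share in PC20 was 0.0447%. *Anpep* was the only one of the markers higher in PC20, at 1.93 CPM in PC5 and 3.00 CPM in PC20, a log2 ratio of -0.63 (-0.82 to -0.45). *Rgs5* had 405 UMIs in PC5 and 0 in PC20, a log2 ratio of at least 6.549 by the lower limit of its 95% interval. It was seen in 2.83% of PC5 cells (1.55% after thinning). *Abcc9* had 1 UMI in each library and was not detectable above background at this depth. Among the genes with UMIs in both libraries, thinning moved *Cspg4* most, to 6.94 from 484 UMIs in PC5 and 2 in PC20. Levels in aPCs and embPCs were not analysed here.

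**Figure D1:**
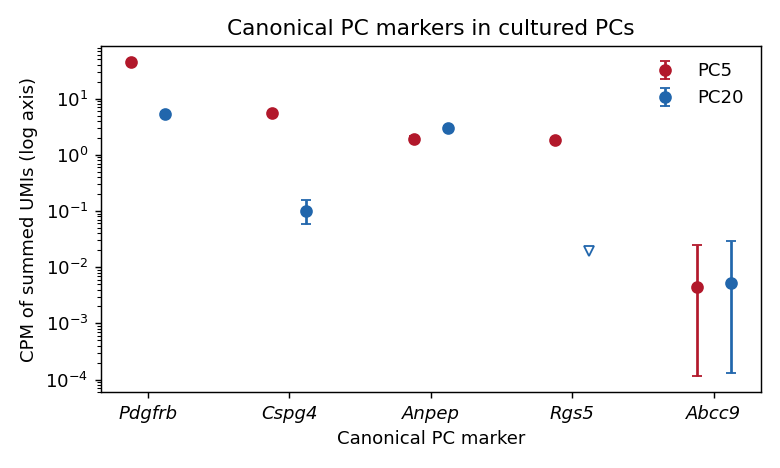
CPM of the canonical PC markers, from summed UMIs on a log axis, in the PC5 (red) and PC20 (blue) libraries. Bars are 95% Poisson intervals, narrower than the point where not visible, and the open triangle is the upper limit of that interval for *Rgs5* in PC20, which had 0 UMIs. *Pdgfrb* and *Cspg4* are higher in PC5, at 44.6 and 5.55 CPM, and *Anpep* is higher in PC20, at 3.00 CPM.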

All four PC clusters displayed low levels of smooth muscle cell markers (Figure 1F). 

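*Acta2* had 62.8 CPM (61.8 to 63.9) in PC5 and 49.2 CPM (48.2 to 50.2) in PC20, a log2 ratio of 0.35 (0.32 to 0.39). After thinning, 28.0% of PC5 cells and 18.2% of PC20 cells held an *Acta2* UMI (40.5% and 33.7% without thinning). Among cells with no *Mki67* or *Top2a* UMI the *Acta2* log2 ratio was 0.00, so the difference was not seen there. *Tagln*, which encodes transgelin, had 48958 UMIs in PC5 (219 CPM) and 44 in PC20 (0.230 CPM), a log2 ratio of 9.90 (9.47 to 10.36). Its UMIs were in 58.1% of PC5 cells after thinning (70.2% without) and in 0.0894% of PC20 cells (0.337% without). *Myh11* had 46 UMIs in PC5 and 13 in PC20, and *Cnn1* had 163 and 20, with thinned shares of both under 1% in each library. Among the same cells with no *Mki67* or *Top2a* UMI, the *Tagln* log2 ratio was 11.48, from 24342 and 3 UMIs. Smooth muscle cells and aPCs were not analysed here, so these levels are not set against theirs.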

As cultured PCs are thought to possess stem cell activity *in vitro* (Dore-Duffy et al., 2006), we also investigated if cultured PCs expressed markers for mesenchymal stem cells (MSCs). 

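*Eng*, which encodes endoglin (CD105), had 96.9 CPM (95.6 to 98.2) in PC5 and 2.73 CPM (2.50 to 2.98) in PC20, a log2 ratio of 5.15 (5.02 to 5.28). After thinning, an *Eng* UMI was found in 62.4% of PC5 cells and 3.15% of PC20 cells (80.4% and 9.64% without thinning). *Nt5e*, which encodes CD73, had 178 UMIs in PC5 (0.798 CPM) and 195 in PC20 (1.02 CPM). Its thinned shares, 1.10% and 1.12%, were too near the limit of 1% to be read as expression or as a difference. Among cells with no *Mki67* or *Top2a* UMI, the *Eng* log2 ratio moved to 4.69.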

The expression of MSC markers was generally low in all four PC clusters (Figure 1G and Supplementary Figure 1H). Similarly, the expression of immune cell markers such as *Ptprc* was not detectable (Figure 1G).

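*Ptprc*, which encodes the leukocyte antigen CD45, had 1 UMI in PC5 and 0 in PC20, and was not detectable at this depth. *Thy1*, which encodes CD90, had 12420 UMIs in PC5 (55.7 CPM, 54.7 to 56.7) and 5 UMIs in PC20 (0.0262 CPM), a log2 ratio of 11.06 (9.83 to 12.68). After thinning, a *Thy1* UMI was found in 35.8% of PC5 cells and 0.0671% of PC20 cells (50.3% and 0.105% without thinning). *Cd14* had 1.22 CPM in PC5 and 2.97 CPM in PC20, a log2 ratio of -1.28 (-1.50 to -1.07), with thinned shares of 1.39% and 2.46% (2.68% and 10.4% without thinning). Thinning moved the *Thy1* log2 ratio to 9.79, from 5262 and 3 UMIs, and that of *Cd14* nearer to 0, to -0.83.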

Single cell studies have shown a continuum between pericytes and smooth muscle cells (Vanlandewijck et al., 2018; Muhl et al., 2020). Thus, we investigated whether cultured PCs showed any heterogeneity in their profiles. We observed a single cluster for PC5 and PC20 cells, indicating that the cultured cells are a homogeneous population (Supplementary Figures 1C–F). Indeed, even when searching for subclusters, we observed a strong overlap in transcriptional profiles of cultured PCs (*r* > 0.9, Supplementary Figures 1C, D). Furthermore, passage 5 and 20 PCs also displayed a strong overlap in their transcriptional profiles (*r* = 0.89, Figure 2A), suggesting that cultured PCs retain a similar state despite culture length. 

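The 14699 kept cells of both libraries were clustered together in Seurat with 2000 variable genes, 15 dimensions and resolution 0.8. This gave 16 clusters, all of at least 50 cells, of which 9 drew most of their cells from PC5 and 7 from PC20. Of the 14699 cells, 14469 (98.4%) were in clusters with at least 95% of their cells from 1 library. Only 40 PC5 cells were in clusters of mostly PC20 cells, and 21 PC20 cells were in clusters of mostly PC5 cells. No cluster had 3 markers of any cell type in the set used for naming among its 10 leading genes, so none was given a cell type. The clusters were not merged, and the adult and embryonic cells that shared the paper's clustering were not analysed here.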

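The profile of each cluster was the mean over its cells of UMIs scaled to 10000 per cell, and Pearson's *r* was taken across all genes, which are not independent replicates. Among the 9 clusters of mostly PC5 cells, *r* ranged from 0.783 to 0.993 over 36 pairs, with a median of 0.957. Among the 7 clusters of mostly PC20 cells, it ranged from 0.945 to 0.998 over 21 pairs, with a median of 0.976. The lowest PC5 value was between clusters with medians of 5651 and 14869 UMIs per cell, the first far below the PC5 library's. The second held 74 PC5 cells and had *Mt3*, *Gpm6b* and *Six3* among its leading genes. With clusters of low depth left out, it was again in the lowest PC5 pair, at 0.881, so depth is not the only source of low values. A log scale moved the lowest PC5 value most, to 0.925, and clustering without regressing the mitochondrial and ribosomal percentages moved the lowest PC20 value most, to 0.823.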

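Across all 31053 genes, the mean profiles of PC5 and PC20 in UMIs scaled to 10000 per cell had a Pearson's *r* of 0.884. For comparison, profiles of random equal parts of the cells of 1 library had an *r* of 0.99997 in PC5 and 0.99993 in PC20. Such parts differ by the sampling of cells only, so they cannot show how far separate cultures of 1 passage would differ. The 50 genes with the most UMIs held 30.7% of the UMIs in PC5 and 29.3% in PC20, and the genes of ribosomal proteins held 30.8% and 30.0%. Without mitochondrial and ribosomal protein genes in the profile, the alternative that moved it most, *r* was 0.773. Pairs of 1 PC5 and 1 PC20 cluster had *r* between 0.734 and 0.936 over 63 pairs, with a median of 0.859. From the overlap of the profiles, the paper proposes that cultured PCs keep a similar state whatever the length of culture.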

Altogether, our initial analysis indicates that cultured PCs are a homogeneous population that do not express stem cell markers, but do downregulate the expression of canonical PC markers.

**FIGURE 2:**
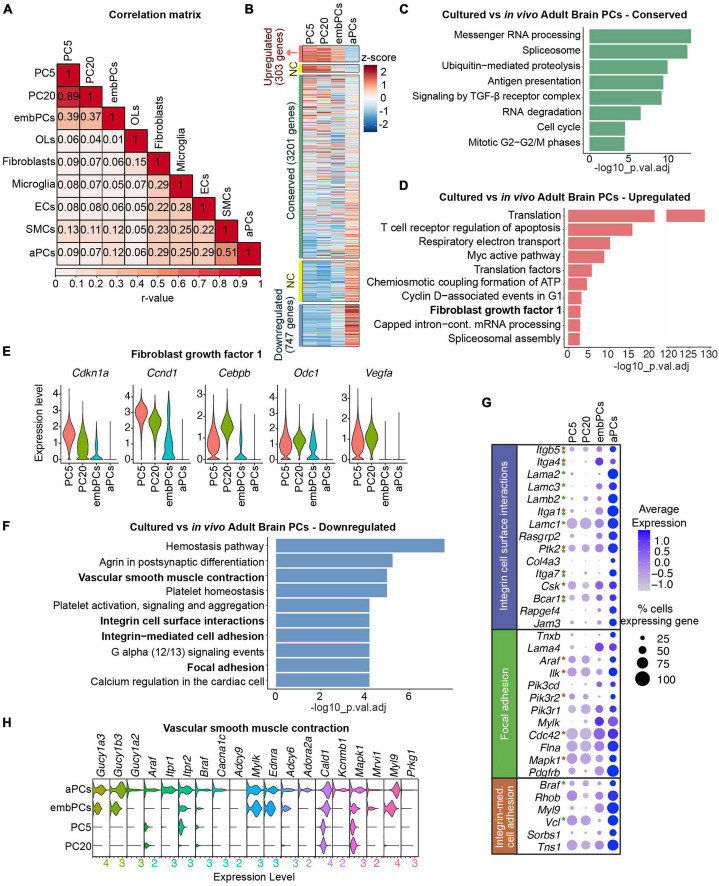
Cultured PCs deregulate ECM genes. **(A)** Correlation of gene expression between the 9 main clusters. Numbers represent Pearson’s correlation (*r*-value) **(B)** Heatmap representing the enrichment of gene expression in cultured, embryonic and adult PCs. Colors represent the average z-score for each gene. NC indicates genes not considered in the analysis, either 0.5 < log_2_FC < 1 or–1 < log_2_FC < –0.5. **(C)** BioPlanet annotated pathways conserved in cultured PCs vs. aPCs. **(D)** BioPlanet annotated pathways significantly upregulated in cultured PCs vs. aPCs. The highlighted FGF1 pathway is shown in more detail in **(E)**. **(E)** Violin plot representing the expression level of genes in the fibroblast growth factor 1 pathway in PC5, PC20, embPCs, and aPCs. **(F)** BioPlanet annotated pathways significantly downregulated in cultured PCs vs. aPCs. Pathways in bold are shown in more detail in **(G,H)**. **(G)** Dot plot representing the average expression of selected genes belonging to downregulated pathways in cultured PCs. Genes with asterisks are also part of other downregulated pathways, indicated by the colors (i.e., green for the focal adhesion pathway, and brown for the integrin-mediated cell adhesion). **(H)** Violin plot representing the expression level of genes in the vascular smooth muscle contraction pathway in PC5, PC20, embPCs, and aPCs. ECs, endothelial cells; NC, not considered; OLs, oligodendrocytes; PCs, pericytes; PC5, passage 5 pericytes; PC20, passage 20 pericytes; SMCs, smooth muscle cells.

### 3.2. Integrins and laminins are downregulated in cultured PCs

To understand how similar cultured PCs are to their *in vivo* counterparts, we compared the expression profiles of the 4 identified PC clusters. Interestingly, both PC5 and PC20 displayed a higher correlation score to embPCs (*r* = 0.39) than to aPCs (*r* < 0.1, Figure 2A). While embPCs indeed displayed the highest similarity to cultured PCs, aPCs showed the strongest correlation to adult smooth muscle cells (SMCs, *r* = 0.51), which is consistent with the continuum between PCs and SMCs in the adult brain (Vanlandewijck et al., 2018; Muhl et al., 2020).

We initially compared the expression profiles of PC5 and PC20 to aPCs. Out of the 5129 genes expressed in all 3 groups, 303 were upregulated (log_2_FC > 1), 3201 were conserved (−0.5 < log_2_FC < 0.5) and 747 were downregulated (log_2_FC < −1) in cultured PCs (Figure 2B). In this comparison, all 3 clusters had conserved pathways linked to housekeeping functions such as messenger RNA processing (Figure 2C), suggesting that essential cellular functions are not affected *in vitro*. However, pathways associated with translation, respiratory electron transport and ATP biosynthesis were upregulated in PC5 and PC20 (Figure 2D), suggesting a more metabolically active state *in vitro*. Additionally, PC5 and PC20 displayed an upregulation of fibroblast growth factor I genes (*Cdkn1a*, *Cebpb*, *Ccnd1*, *Odc1*, *Vegfa*) (Figures 2D, E). 

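*Ccnd1*, the cyclin D1 gene, had 1982 CPM (1977 to 1988) in PC5 and 1033 CPM (1028 to 1038) in PC20, a log2 ratio of 0.94 (0.93 to 0.95). *Cdkn1a*, which encodes the cell cycle inhibitor p21, had 394 CPM in PC5 and 201 CPM in PC20, a log2 ratio of 0.97 (0.96 to 0.99). *Cebpb* was higher in PC20, at 139 CPM in PC5 and 374 CPM in PC20, a log2 ratio of -1.43 (-1.44 to -1.41). *Vegfa* had 175 and 205 CPM, a log2 ratio of -0.23 (-0.25 to -0.21). *Odc1* had 267 and 249 CPM, a log2 ratio of 0.10 (0.09 to 0.12), which changed sign to -0.19 among cells with no *Mki67* or *Top2a* UMI. The levels in aPCs that these genes were set against were not analysed here.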

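Of the integrin genes *Itga1*, *Itga4*, *Itga7* and *Itgb5*, *Itgb5* had the most UMIs, at 24.1 CPM (23.5 to 24.7) in PC5 and 16.6 CPM (16.0 to 17.2) in PC20, a log2 ratio of 0.54 (0.47 to 0.60). *Itga1* had 14.6 CPM in PC5 and 0.895 CPM in PC20, a log2 ratio of 4.03 (3.81 to 4.26). *Itga4* and *Itga7* were higher in PC20, with log2 ratios of -2.90 (-3.18 to -2.62) and -3.65 (-3.96 to -3.35), and had 122 and 100 UMIs in PC5 against 778 and 1073 in PC20. Among the laminin genes, *Lama4* had 18.5 CPM in PC5 and 1.07 CPM in PC20, a log2 ratio of 4.11 (3.91 to 4.32). *Lama2* had 2305 UMIs in PC5 and 8 in PC20, a log2 ratio of 7.95 (6.97 to 9.16). *Lamb2* was higher in PC20, at 7.80 and 12.9 CPM, a log2 ratio of -0.73 (-0.82 to -0.64). *Lamc3* had 138 UMIs in PC5 and 1 in PC20, with thinned shares of 0.633% and 0%, too low to be read as expression or as a difference. Among cells with no *Mki67* or *Top2a* UMI the *Lama4* log2 ratio was 3.37, and thinning moved that of *Lamb2* nearer to 0, to -0.51. The aPCs were not analysed here.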

Differential expression (DE) analysis revealed the downregulation of genes associated with cell surface interaction and adhesion in PC5 and PC20 (Figure 2F), including integrins (*Itga1*, *Itga4*, *Itga7*, *Itgb5*) and laminins (*Lama2*, *Lama4*, *Lamb2*, *Lamc3*) (Figures 2F, G). Pathways related to vascular smooth muscle cell contraction were also downregulated (Figures 2F, H), suggesting some functional characteristics of mature brain PCs are lost *in vitro* (Nortley et al., 2019). Taken together, these results indicate that while a high number of genes are conserved between PC5, PC20, and aPCs, cultured PCs also display a striking downregulation of genes associated with PC maturity and differentiation, especially ECM genes (Figures 2F–H and Supplementary Figure 2).

### 3.3. Cultured PCs share similarities with embryonic brain PCs

In our analysis, embPCs and cultured PCs had a high correlation score (*r* = 0.39 with PC5 and *r* = 0.37 with PC20, Figure 2A). This similarity might be a reflection of the highly proliferative state of PCs during CNS angiogenesis and *in vitro* (Armulik et al., 2011). Indeed, the expression of proliferation markers in embPCs, PC5 and PC20 was significantly higher than in aPCs (Figure 3A). 

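Of 10 proliferation markers in Figure 3A, 7 were higher in PC20 and 3 in PC5, with a median log2 ratio of -0.82. *Mki67* had 28.6 CPM (27.9 to 29.3) in PC5 and 162 CPM (160.0 to 164) in PC20, a log2 ratio of -2.50 (-2.54 to -2.46). *Top2a* had 95.7 CPM (94.4 to 97.0) in PC5 and 249 CPM (247 to 251) in PC20, a log2 ratio of -1.38 (-1.40 to -1.36). *Mybl2*, *Ccna2*, *Bub1*, *Plk1* and *Ccnb1* had log2 ratios between -1.40 (*Mybl2*) and -0.53 (*Ccnb1*). *Ccne1* was higher in PC5, with a log2 ratio of 3.51 (3.36 to 3.66), as were *Ccnd1* and *E2f1*, the latter at 0.39 (0.33 to 0.45). After thinning, a UMI of *Mki67* or *Top2a* was found in 3178 of 8847 PC5 cells, or 35.9% (34.9 to 36.9), and in 2593 of 4474 PC20 cells, or 58.0% (56.5 to 59.4). Without thinning these shares were 45.0% and 72.2%. Among cells without such a UMI, *Bub1*, *Plk1*, *Ccnb1* and *Ccna2* changed sign and *Plk1* moved most, to 1.80. PC5 cells held fewer UMIs and less *Mki67*, so more cycling cells may be left among them. These changes of sign are therefore not read as a difference between non-cycling cells. The aPCs and embPCs were not analysed here.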

We then explored the similarities between embryonic and cultured PCs. A DE analysis indicated that a total of 5603 genes are conserved in PC5 and 6708 genes in PC20 when compared to embPCs. Additionally, pathway enrichment analysis showed that pathways related to RNA and protein processing as well as lipid and fatty acid metabolism are conserved in PC5, PC20, and embPCs (Figure 3B). These data suggests that embryonic and cultured PCs have a comparable protein and metabolic demand, possibly associated with their higher proliferative state.

**FIGURE 3:**
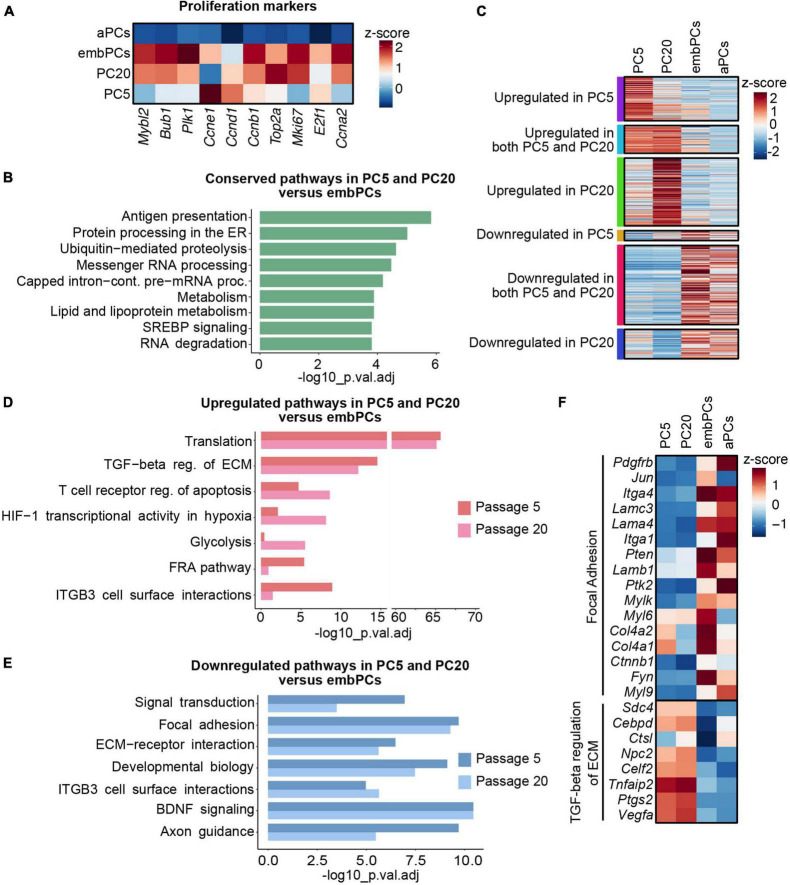
Extracellular matrix (ECM) and cell surface proteins are deregulated in cultured PCs compared to embPCs. **(A)** Heatmap depicting the enrichment of cell proliferation markers in PC5, PC20, aPCs, and embPCs. Colors represent the average z-score of a cluster for the indicated gene. **(B)** BioPlanet annotated pathways conserved in cultured PCs and embPCs. **(C)** Heatmap of selected genes significantly enriched in PC5, PC20, embPCs, and aPCs. Colored boxes on the left indicate if the genes represented in the plot are significantly deregulated in one or more of the cell clusters. **(D)** BioPlanet annotated pathways significantly upregulated in PC5 and/or PC20 in comparison to embPCs. **(E)** BioPlanet annotated pathways significantly downregulated in PC5 and PC20 in comparison to embPCs. **(F)** Heatmap depicting the enrichment of “focal adhesion” and “TGF-beta regulation of ECM” genes across PC5, PC20, aPCs, and embPCs. Colors represent the average z-score of a cluster for the indicated gene. aPCs, adult brain pericytes; embPCs, embryonic brain pericytes; PCs, pericytes; PC5, passage 5 pericytes; PC20, passage 20 pericytes.

Despite their similarities, multiple genes were upregulated in cultured PCs when compared to embPCs (Figure 3C). The enrichment analysis showed an upregulation of pathways associated with translation and TGF-β regulation of ECM in cultured PCs (Figure 3D). Alternatively, the focal adhesion and the ECM-receptor interaction pathways were downregulated in cultured PCs, in particular integrins (*Itga1*, *Itga4*), laminins (*Lama4*, *Lamc3*), and collagens (*Col4a1*, *Col4a2*) (Figures 3E, F). Notably, some of the downregulated ECM genes had high expression levels in aPCs (*Itga1*, *Itga4*, *Lama4*, *Lamc3*) (Figure 3F). These results indicate that PC5 and PC20 have a strong deregulation of ECM-related genes when compared with both adult and embryonic brain PCs.

### 3.4. ECM genes are deregulated in prolonged culturing of PCs

Despite being very similar at the transcriptional level (*r* = 0.89, Figure 2A), we next addressed how cultured PCs change from passage 5 to 20. 

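A gene was taken as expressed when at least 10% of the cells of either library held its UMI, which 10504 genes did. For each, the log2 fold change (log2FC) was computed from the mean over cells of UMIs scaled to 10000 per cell with a pseudocount of 1. By size alone and with no test, 147 genes had a log2FC above 1, 144 had a log2FC below -1 and 9406 had a log2FC between -0.5 and 0.5. The pseudocount moved these numbers most. With a pseudocount of 0.1, 968 genes were above 1, 855 were below -1 and 5816 lay between -0.5 and 0.5. Under the 10% rule for both libraries, 8612 genes were expressed. Of these, 113 were above 1, 124 were below -1 and 7656 lay between -0.5 and 0.5. Of the 1765 genes with at least 100 CPM and a UMI in at least 10% of cells in the library where they were higher, the 10 with the largest log2 ratios were *Cdkn2a*, *Efemp1*, *Col1a2*, *Cdh5*, *Prl2c2*, *Samd5*, *Apod*, *Aebp1*, *Fmo2* and *Crct1*, from 16.70 for *Cdkn2a* to 11.32 for *Crct1*. The 10 farthest in the other direction were *Krt18*, *Wfdc2*, *Chchd10*, *Car9*, *Six3*, *Nrp2*, *Gdf15*, *Cd34*, *Angptl6* and *Lama5*, from -12.73 for *Krt18* to -6.83 for *Lama5*. Pseudogenes and unnamed gene models were left out of these lists.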

Out of the 8523 genes expressed in PC5 and PC20, 147 were upregulated (log_2_FC > 1), 150 were downregulated (log_2_FC < −1) and 7414 were conserved (−0.5 < log_2_FC < 0.5) in PC5 (Figure 4A). Interestingly, the analysis showed a higher expression of pathways associated with ECM interaction and organization in PC5 (Figure 4B). Additionally, some genes related to the TGF-β regulation of ECM were deregulated in PC5 (Figures 4B, C). This indicates that prolonged culturing of primary mouse brain PCs leads to the decline and deregulation of important ECM factors, in particular collagens (*Col1a1*, *Col1a2*, *Col3a1*, *Col4a1*, *Col4a2*, *Col5a2*), which are downregulated at passage 20 (Figure 4D). 

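Counted by gene family, 20 collagen genes were expressed, of which 15 were higher in PC5 and 5 in PC20. Their median log2 ratio was 1.95, above all of 10000 random lists of as many genes matched on expression, the central 95% of which ran from -0.61 to 0.46. The median moved most, to 2.08, with genes seen in at least 1% of cells included. The 7 expressed laminin genes had a median log2 ratio of -0.15, at percentile 36.9 of such lists, and ranged from -6.83 to 7.95. The 14 expressed integrin genes had a median of 0.48, at percentile 96.3, with 8 higher in PC5 and 6 in PC20. The median over all expressed genes lay between -0.04 and 0.02 under every scaling tried, and the median of each of the 3 families kept its sign.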

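Figure 4D colors 18 genes of the TGF-beta regulation of ECM pathway as higher in PC5 and 21 as higher in PC20. In the summed UMIs, 17 of the 18 were higher in PC5, with a median log2 ratio of 5.29 and a highest value of 16.70 for *Cdkn2a*. The exception was *Rpl5*, a ribosomal protein gene with processed pseudogenes that can share its reads, at 609 CPM in PC5 and 1459 CPM in PC20, a log2 ratio of -1.26 (-1.27 to -1.25). In the panel its dot is on the scale for genes higher in PC5 but is darker for PC20. All 21 genes colored as higher in PC20 were so, with log2 ratios from -8.36 (*Nrp2*) to -1.28 (*Pkm*) and a median of -2.71. The 5 ECM organization and 11 ECM-receptor interaction genes of the panel were all higher in PC5, with medians of 2.96 and 3.52. Of the 55 genes, 54 had a log2FC past 1 in size, and *Plin2* had -0.999.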

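*Col1a2* (ENSMUSG00000029661, chromosome 6 from 4504814 to 4541544) had 387374 UMIs in PC5 (1737 CPM, 1731 to 1742) and 9 UMIs in PC20 (0.0471 CPM, 0.0215 to 0.0894), a log2 ratio of 15.17 (14.25 to 16.30). *Col5a2* had 41943 UMIs in PC5 and 31 in PC20, a log2 ratio of 10.18 (9.67 to 10.74). *Col1a1* (chromosome 11 from 94936224 to 94953042) had 576 CPM in PC5 and 6.04 CPM in PC20, a log2 ratio of 6.57 (6.49 to 6.66). *Col3a1* had 1158 CPM in PC5 and 101 CPM in PC20, a log2 ratio of 3.52 (3.50 to 3.54). The basement membrane collagens *Col4a1* and *Col4a2*, whose starts overlap on opposite strands of chromosome 8, had log2 ratios of 2.21 (2.20 to 2.23) and 1.74 (1.72 to 1.76), and stayed at 246 and 137 CPM in PC20. All 6 genes had a log2FC above 1, and their median log2 ratio was 5.05. Among cells with no *Mki67* or *Top2a* UMI, the alternative that moved it most, the *Col1a1* log2 ratio was 6.15. From its pathway results and the TGF-beta genes, the paper proposes a decline and deregulation of ECM factors with prolonged culture, in particular of these collagens.

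**Figure D2:**
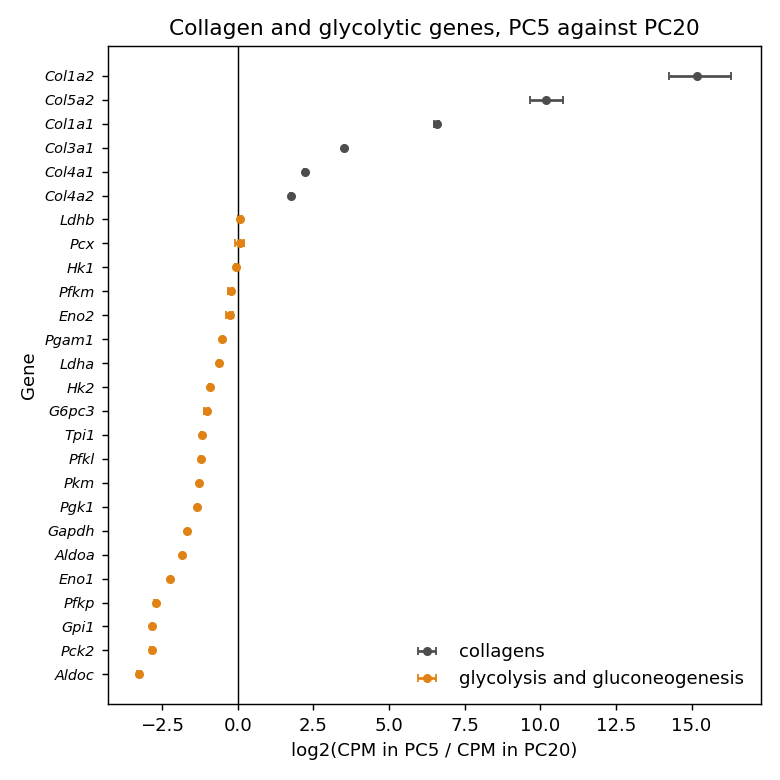
Log2 of CPM in PC5 over CPM in PC20 for 6 collagen genes (grey) and 20 expressed genes of glycolysis and gluconeogenesis (orange), with 95% counting intervals as bars and a line at 0. All 6 collagen genes lie right of 0, from 1.74 for *Col4a2* to 15.17 for *Col1a2*, and 18 of the 20 glycolytic genes lie left of it.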

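Of 22 genes of glycolysis and gluconeogenesis listed before the data were examined, 20 were expressed and 18 of those were higher in PC20. The list was made with Figure 4D of the paper in view, which shows some of these genes in the same libraries. The direction of those was therefore known, and the percentile is not an independent check. The median log2 ratio was -1.21, at percentile 0.01 of 10000 random lists matched on expression, and 9 genes had a log2FC below -1. *Gapdh* had 910.1 CPM (906 to 914) in PC5 and 2907 CPM (2900 to 2915) in PC20, a log2 ratio of -1.68 (-1.68 to -1.67). *Aldoa* and *Eno1* had log2 ratios of -1.84 and -2.23, and the reads of all 3 can be shared with their pseudogenes. *Gpi1* had a log2 ratio of -2.84 (-2.85 to -2.82) and *Pfkp* of -2.71 (-2.76 to -2.67). *Ldha*, at 1057 and 1642 CPM, differed less, with -0.64 (-0.64 to -0.63). *Ldhb*, at 0.08 (0.00 to 0.15), and *Pcx*, at 0.06 (-0.09 to 0.22), were the genes not higher in PC20. The median moved most, to -1.33 over 19 genes, among cells with no *Mki67* or *Top2a* UMI.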

Passage 5 PCs also displayed a downregulation of genes in the glycolysis and gluconeogenesis pathways when compared to PC20 (Figures 4C, D). These results demonstrate a metabolic shift in cells at a later passage. However, housekeeping pathways were highly conserved in cultured PCs, for example, messenger RNA processing, cell cycle and protein metabolism (Figure 4E). 

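Among 30 expressed hnRNP and SR splicing factor genes, 26 had a log2FC between -0.5 and 0.5, and the median log2 ratio was -0.25. The 32 Snrp, Sf3 and Lsm genes of the spliceosome had 27 in that range and a median of -0.10. For protein metabolism, 53 of 76 cytosolic ribosomal protein genes were in the range, with a median of -0.05, as were 22 of 37 proteasome subunit genes, with a median of -0.75. The 20 cytosolic tRNA synthetase genes had 8 in the range and a median of -1.69, below all of the random lists matched on expression. For the cell cycle, 26 of 27 replication genes (Mcm, Orc, polymerase and Rfc genes and *Pcna*) were in the range, and their median was -0.96, at percentile 0.01. With a pseudocount of 1 the log2FC of a gene at low level lies near 0 whatever its log2 ratio, and only 14 of the 27 replication genes had a log2 ratio between -1 and 1. The medians of all of these families stayed below 0 under every scaling tried.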

Taken together, these data suggest that even though passage 5 and 20 PCs have very similar transcriptional profiles, they differ in the expression of ECM-related and glycolytic genes.

**FIGURE 4:**
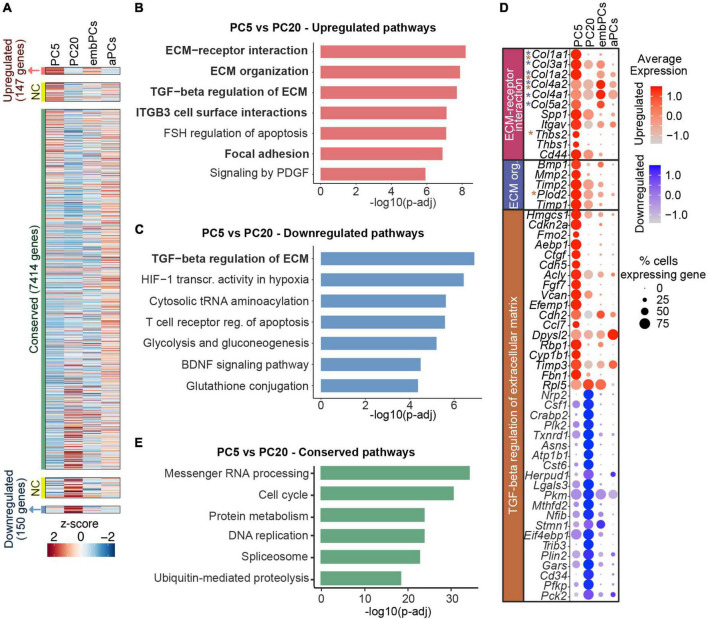
Long-term PC culture results in reduction of collagen expression. **(A)** Heatmap representing enriched expression of genes in PC5 and PC20. Colors represent the average z-score of a cluster for each gene. NC indicates not considered genes (0.5 < log_2_FC < 1 or–1 < log_2_FC < –0.5). **(B)** BioPlanet annotated pathways significantly upregulated in PC5 vs. PC20. **(C)** BioPlanet annotated pathways significantly downregulated in PC5 vs. PC20. **(D)** Dot plot representing the average expression of deregulated genes belonging to up/downregulated pathways in PC5. Color scales indicate if the gene is upregulated (red) or downregulated (blue) in PC5 vs. PC20. Genes with asterisks are also part of other deregulated pathways (i.e., blue for the ECM organization pathway, and brown for the TGF-beta regulation of extracellular matrix). **(E)** BioPlanet annotated pathways conserved in PC5 vs. PC20. aPCs, adult brain pericytes; ECM, extracellular matrix; embPCs, embryonic brain pericytes; NC, not considered; org., organization; PCs, pericytes; PC5, passage 5 pericytes; PC20, passage 20 pericytes; TGF, transforming growth factor.

### 3.5. Expression of canonical PC markers and ECM-related genes is improved by co-culture with brain ECs

In our data, cultured PCs displayed low expression of canonical PC markers (Figure 1G). As PDGF-B secreted by endothelial cells (ECs) is essential for the establishment of PCs in the microvasculature (Bjarnegaård et al., 2004), we hypothesized that the downregulation of canonical PC markers in cultured PCs might be due to the lack of interaction with ECs. Therefore, we cultured early passage brain PCs (passage 8) with bEnd.3 brain endothelial cells for 3 days and quantified the expression of canonical PC markers (Figures 5A, B). Passage 8 primary brain PCs that had not been cultured with brain ECs were used as controls. Interestingly, PCs co-cultured with bEnd.3 ECs had a significantly higher expression of *Pdgfrb*, *Cspg4*, *Anpep*, and *Abcc9* when compared to PCs in a monoculture, while *Rgs5* expression was unchanged between the two groups (Figure 5C). This result indicates that PCs require interactions with ECs in order to properly express their canonical markers.

**FIGURE 5:**
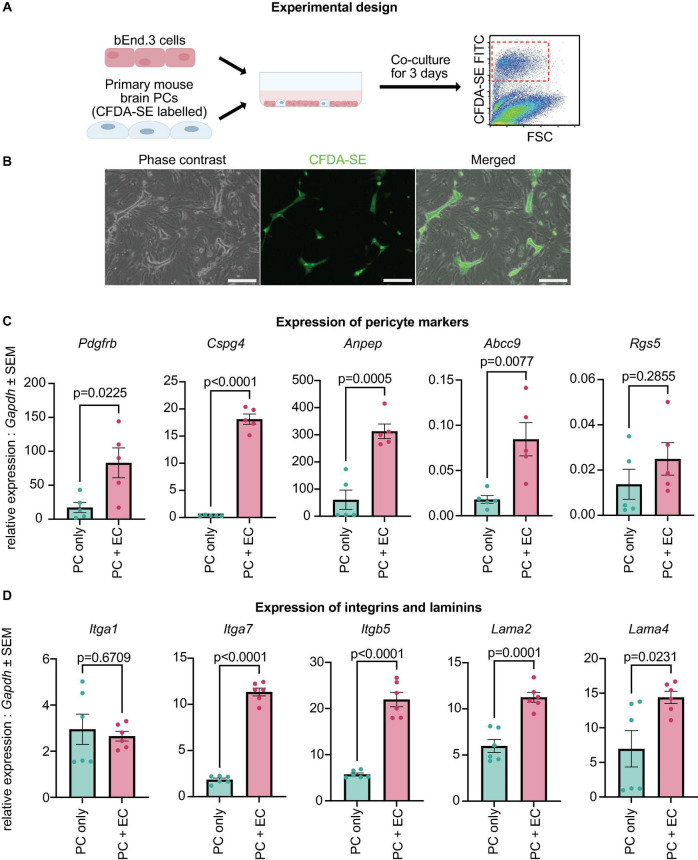
Canonical PC markers and ECM genes are upregulated with brain EC co-culture. **(A)** Experimental design: primary brain PCs were labeled, co-cultured with bEnd.3 cells for 3 days, isolated by FACS sorting, and analyzed via qRT-PCR. **(B)** Localization of stained PCs within the co-culture with bEnd.3 cells. Scale bar, 200 μm. **(C)** Expression levels of *Pdgfrb*, *Cspg4*, *Anpep*, *Abcc9*, and *Rgs5* in PCs cultured alone (PC only) and co-cultured with bEnd.3 cells (PC + EC). The data were normalized to *Gapdh* and analyzed with a two-sided Student’s *t*-test. Data are presented as mean ± SEM. The experiment was repeated 5 times, with each data point indicating a replicate. **(D)** Expression levels of *Itga1*, *Itga7*, *Itgb5*, *Lama2*, and *Lama4* in PCs cultured alone (PC only) and co-cultured with bEnd.3 cells (PC + EC). The data were normalized to *Gapdh* and analyzed with a two-sided Student’s *t*-test. Data are presented as mean ± SEM. The experiment was repeated 6 times, with each data point indicating a replicate.

Our single cell analysis also uncovered the downregulation of ECM-related genes in cultured PCs when compared with both embryonic and adult brain PCs (Figures 2G, 3F). In particular, integrins (*Itga1*, *Itga4*, *Itga7*, *Itgb5*) and laminins (*Lama2*, *Lama4*, *Lamb2*, *Lamc3*) displayed a significantly lower expression in PC5 and PC20, suggesting that the extracellular matrix might be disrupted *in vitro* (Nirwane and Yao, 2019; Halder et al., 2022). We tested if laminins and integrins were upregulated in our co-culture model. The expression of *Itga7*, *Itgb5*, *Lama2*, and *Lama4*, but not *Itga1*, was significantly higher in PCs co-cultured with ECs (Figure 5D). Therefore, the interaction between the endothelium and PCs is important for the expression of ECM-related genes.

## 4. Discussion

In this study, we provide evidence that cultured PCs are a highly homogenous population of cells that share a lot of similarities with embryonic brain PCs. Housekeeping gene expression is conserved across cultured, adult and embryonic PCs. However, both early and late passage PCs display low expression of canonical PC markers and show downregulation of ECM genes, in particular integrins and laminins. These expression of these genes was increased by the co-culture of PCs with ECs, indicating that the microvascular environment is important to maintain PC identity.

Pericytes are critical for maintaining brain function, by regulating vascular integrity, immune responses and vascular transport (Bell et al., 2010; Armulik et al., 2011). Thus, the culture and mechanistic analysis of PCs has become a central tool to better understand the molecular networks that regulate their functions. The culture of PCs typically requires extraction of vascular cells or vascular fragments, followed by serial passaging to obtain a pure PC monoculture (Balabanov et al., 1996; Boroujerdi et al., 2014). Selective propagation of primary PCs can be performed with either DMEM supplemented with F12, serum and antibiotics (Nakagawa et al., 2009; Nees et al., 2012; Thomsen et al., 2015; Smyth et al., 2018b; Stevenson et al., 2022), or with a commercially available PC medium as we have done in this study (Tigges et al., 2012; Boroujerdi et al., 2014). PCs cultured in the two different media show differences in proliferation rates, while PCs cultured in commercial media show lower expression of canonical PC markers relative to the DMEM/F12 medium (Rustenhoven et al., 2018). Nevertheless, PCs in both media display comparable responses to cytokines such as IL1β, to growth factors such as PDGF-BB, and similar phagocytic uptake (Rustenhoven et al., 2018). This suggests that the results obtained from the two different media are comparable. Given the similarities in the establishment and propagation of PCs across different studies, and the response of PCs to environmental stimuli regardless of media, our analysis here are likely to broadly applicable to PC cultures used in other studies.

Our initial analysis indicated that well-established PCs markers were downregulated *in vitro*. Consistent with our findings, lower transcriptional levels of PC markers have also been observed in cultured human cortex PCs (Gastfriend et al., 2021). However, other authors have shown that the proteins of PC markers can be detected in cultured human brain PCs (Smyth et al., 2018b) and mouse brain PCs (Tigges et al., 2012; Hutter-Schmid and Humpel, 2018). Since the interaction with ECs is essential for PC recruitment and differentiation (Enge et al., 2002; Bjarnegaård et al., 2004), we tested if the co-culture of PCs and ECs could recover the levels of selected PC markers. Our data shows that *Pdgfrb*, *Cspg4*, *Anpep*, and *Abcc9* were significantly upregulated in co-cultured PCs. Similar to our results, the co-culture of human ECs with PCs has been described as essential for the retention of maturity markers and the stimulation of PC proliferation *in vitro* (Brandt et al., 2019). Therefore, the state of PCs should be carefully considered when performing an experiment with cultured PCs, since PCs require ECs to maintain their maturity and identity.

The DE analysis of our data indicated a strong downregulation of multiple laminins (*Lama2*, *Lama4*, *Lamb2*, *Lamc3*) and integrins (*Itga1*, *Itga4*, *Itga7*, *Itgb5*) in cultured PCs. Laminins are an important constituent of the basement membrane (BM), which is a unique form of highly organized ECM (LeBleu et al., 2007; Nirwane and Yao, 2019). Cells are anchored to the surrounding ECM by plasma membrane proteins known as integrins (Kechagia et al., 2019). In the brain microvasculature, laminin synthesis and deposition to the BM is collectively done by ECs, PCs and astrocytes (Nirwane and Yao, 2019; Halder et al., 2022). Therefore, we tested if the expression of laminins and integrins could be upregulated in PCs cultured with ECs. In our data, the expression of *Lama2*, *Lama4*, *Itga7*, and *Itgb5* was higher in PCs sorted from a co-culture with ECs (Figure 5D). Similar to our results, it has been shown that laminin-α4, α5, β2, and γ1 deposition to the BM *in vitro* is greatly increased when ECs and PCs are in a co-culture (Stratman et al., 2009). These data suggested that the contact with ECs is essential for the proper expression of ECM genes in PCs. This likely reflects the notion that PCs require ECs for their maturation.

Sex is an important regulator of cellular phenotypes and the transcriptome (Oliva et al., 2020). For instance, 14 to 25% of the endothelial transcriptome is thought to be influenced by sex (Hartman et al., 2020). Our study primarily focused on cells extracted from female animals (Supplementary Figure 1G). Indeed, cultured PCs, aPCs, SMCs and ECs were all extracted solely from females. The embPC population contained a mix of male and female cells (Supplementary Figure 1G). However, the cells from embPCs clustered together regardless of sex, suggesting that sex did not have an overall impact on the transcriptional profile of embPCs. Given that our analyses were primarily extracted solely from female mice, they are likely to represent biological rather than sex differences. Nevertheless, future studies will be required to ascertain whether PCs extracted from male animals show the same behavior as documented here for females.

In this study, we have utilized state-of-the-art single cell technologies to show that cultured PCs are a homogenous population that are more similar to embryonic PCs. Indeed, both embPCs and cultured PCs express cell proliferation genes, while low expression of canonical PC markers and deregulation of ECM genes are evident in cultured PCs. However, the presence of brain ECs in co-culture conditions can promote a more mature state of PCs, with an upregulation of canonical PC markers and ECM components. It is important to consider these key differences prior to utilizing primary brain PCs as an *in vitro* model to study molecular and functional changes in neural homeostasis and disease.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number (s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE98816; https://www.ncbi.nlm.nih.gov/, GSE133079; and https://www.ncbi.nlm.nih.gov/, GSE225219.

## Ethics statement

The animal study was reviewed and approved by the Landesdirektion Sachsen, Leipzig.

## Author contributions

FO, OB, and BS conceptualized, initiated, and developed the project. OB processed pericytes for single cell analysis. FO undertook the bioinformatics data analysis. FO and JR-A carried out downstream experiments. OB and BS supervised the project. FO and BS wrote the manuscript. All authors read, edited, and approved the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

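Single-cell RNA sequencing of cultured primary mouse brain PCs was analysed, with 1 library at passage 5 (PC5) and 1 library at passage 20 (PC20). Libraries were grouped by passage as the study labels them. The adult and embryonic brain cells of the study were not analysed here.

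The deposited values are counts of UMIs per gene and cell barcode. The authors made these counts with CellRanger from droplet libraries mapped to the mm10 mouse genome, called the barcodes that hold cells, and applied no normalization. Each library lists 31053 genes. Gene identifiers were matched to GENCODE mouse release M21 on GRCm38, which held 31011 of them, and 35 symbols were shared by 71 identifiers.

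Cells with more than 1000 genes and under 20% mitochondrial UMIs were kept, as in the paper's methods. The kept cells held 223054273 UMIs in PC5 and 191122251 in PC20, with 20589 and 19146 genes seen. The middle 50% of cells lay between 15586 and 28756 UMIs in PC5 and between 24251 and 49579 in PC20. Scrublet was run to find doublets and called 1 PC5 cell and 0 PC20 cells. So few calls mean that the caller had not worked, so no doublets were removed.

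CPM was computed from UMIs summed over the kept cells, which weights cells with more UMIs more. The log2 ratio of a gene is the log2 of PC5 CPM over PC20 CPM, with no pseudocount. Where a library held 0 UMIs, an approximate lower bound was computed against 3 UMIs. It can lie above the lower limit of the 95% interval, as for *Rgs5* and *Cdkn2b*. Where both held 3 or fewer no ratio was given. Intervals at the 95% level are exact Poisson, conditional binomial or Clopper-Pearson intervals. They cover counting error in these libraries only and say nothing of the spread between cultures. No test between passages was made, because each passage has 1 library and cells of 1 library are not replicates of a passage. Shares of cells with a UMI were counted with and without thinning each cell to 10500 UMIs, the 10th percentile of depth rounded down to a multiple of 500.

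For counts of genes by size, expressed genes had a UMI in at least 10% of the cells of either library. The log2FC was computed with a pseudocount of 1 on means over cells of UMIs scaled to 10000 per cell. Both follow FindMarkers of Seurat 3, the version the paper names, but with log2, as the paper writes, where that version gives natural logs. They were written out in Python, since FindMarkers of Seurat 5.3.0, used here for clustering only, has a default of 1% of cells and adds its pseudocount to the sum over cells. The thresholds of 1, -1 and 0.5 are the paper's. Pearson's *r* was computed across all genes on the same means. Clusters came from Seurat with 2000 variable genes, regression of the mitochondrial and ribosomal percentages, 15 dimensions and resolution 0.8. Those of at least 50 cells were compared.

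The genes named are those the paper names for the cultures, the proliferation markers of Figure 3A, members of gene lists that a sentence needs, and the 10 genes with the largest CPM ratio in each direction among those with at least 100 CPM and a UMI in at least 10% of cells, without pseudogenes and unnamed gene models. This rule, the settings and most alternatives were fixed before the data were examined. Outside the rule, most of the neural and glial genes and *Gm12606* are named after their values were seen, and the patterns flagged in the closing section were picked from the tables by hand. A list's median log2 ratio was placed among the medians of 10000 random lists of the same size, drawn from 20 bins of mean expression. Gene families were taken by symbol. Lists of glycolysis genes, ATF4 targets, endoplasmic reticulum chaperones, HIF-1 targets, p53 targets, genes of the *Cdkn2a* region, sex genes and genes of other lineages were written before the data were examined, and a list of neural and glial genes afterwards. The lists written beforehand were made with Figure 4D of the paper in view, which shows *Cdkn2a* and some glycolysis genes, ATF4 targets and a chaperone list member, so the direction of those was known from the paper. Of the list of other lineages and of the neural and glial list, 1 member each was left out after the data were examined and is not reported here. Leaving them out lowers the estimate of background and moves the median of the neural and glial list away from 0.

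The alternatives were other cell filters, cells without *Mki67* or *Top2a* UMIs, thinned cells, a library size without mitochondrial and ribosomal protein genes, other detection minimums, a pseudocount of 0.1, natural logs, centring on the median gene, means over cells or sums of UMIs, other correlation measures and other cluster settings.

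The computation was tested on simulated libraries of 1000 cells each with 200 genes changed by a fold of 4. All 200 had the right sign, and the 95% interval held the true value for 94% of changed and 95.3% of unchanged genes. Of the unchanged genes 0 had a log2FC past 1 in size, and of the changed genes 18% did, because the pseudocount draws low genes to 0. Of 200 random lists of 20 genes, 2% lay outside the central 95%. All cells of a simulated library were drawn from the same profile, and the lists were drawn from unchanged genes. The simulation therefore checks the computation only. It does not show how the intervals behave when cells differ, or the percentiles for genes that change together.

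The tools were Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, Scanpy 1.11.5 for Scrublet, matplotlib 3.10.9, R 4.3.3, Seurat 5.3.0, Matrix 1.6.5 and data.table 1.17.8.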

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

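The tests of the *Cdkn2a* region and of the neural and glial genes were chosen after those levels were seen, while the tests of the ATF4 targets and of *Pdgfra* were written before their results were seen. The list of genes of the *Cdkn2a* region was written before the data were examined, but *Gm12606* was added after its values were seen. In every pattern below passage number and isolation vary together by the paper's methods, so an effect of either stays open and was not tested. The description deposited with the files speaks of only 1 isolation.

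The PC5 library held 15615 UMIs of *Cdkn2b* (chromosome 4 of GRCm38 from 89306299 to 89311039) and the PC20 library 0, a difference of at least 4460-fold in a gene the paper's text does not discuss. Its neighbour *Cdkn2a* had 124034 UMIs in PC5 and 1 in PC20, a log2 ratio of 16.70 (14.22 to 22.00), and *Gm12606*, a gene model between *Mtap* and *Cdkn2a*, had 733 and 0. Too few UMIs in PC20 are excluded as the cause, since the PC5 level would have given 106278 *Cdkn2a* UMIs at the depth of PC20. Loss of both copies of a region that reaches *Mtap* is excluded by the 6903 *Mtap* UMIs in PC20. *Mtap* was lower in PC20, however, at 72.2 CPM in PC5 and 36.1 CPM in PC20, a log2 ratio of 1.00. Loss of 1 copy that reaches it is thus not excluded. On the other side, *Dmrta1* had 11 UMIs in PC5 and 2579 in PC20. Loss of both copies of a stretch between *Mtap* and *Dmrta1*, or silencing within it, may explain the pattern and these cannot be told apart from UMIs, because both leave *Cdkn2a* near 0 (1 UMI in PC20).

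*Six3*, a forebrain transcription factor gene the paper's text does not discuss, had a UMI in 78.6% of thinned PC20 cells and 0.215% of thinned PC5 cells, where 10 genes of other lineages reached at most 0.0447% of thinned PC20 cells. Of 26 neural and glial genes, 8 were expressed. *Six3*, *Sox2*, *Pax6*, *Emx2*, *Mt3* and *Id4* were higher in PC20, with log2 ratios from -8.70 (*Six3*) to -1.67 (*Emx2*), and *Slc1a3* and *Gpm6b* were higher in PC5, at 0.20 and 5.53. The median over the 8 was -4.83 (-7.32 over 5 genes with thinned cells and -3.80 over 10 genes with a UMI in at least 1% of the cells of either library), but it rests on few genes that go both ways, and the list was written after several of them, *Six3*, *Sox2*, *Pax6* and *Mt3* among those, had been seen, so no percentile is given. A minority of neural cells confined to some PC20 clusters is excluded: over the 6 genes higher in PC20, the lowest level in any PC20 cluster was at the median 35.6% of the library's. Cluster levels cannot exclude a minority spread over the clusters, but for *Six3* the share of 78.6% of thinned PC20 cells argues against that. Abundant glial transcripts were also missing from PC20, with 0 UMIs of *Gfap* and of *Fabp7* and 1 of *Aqp4*. The PC5 culture held a few cells with part of the pattern. Of the 104 *Six3* UMIs in PC5, 51 were in 13 of the 74 PC5 cells of 1 cluster, picked out after its values were seen. These 74 cells also held 991 of the 1959 *Mt3* UMIs and 72 of the 97 *Gfap* UMIs in PC5, but only 1 UMI of *Krt18* and 0 of *Wfdc2*, the genes farthest higher in PC20 among those with at least 100 CPM. If there were separate isolations, a different starting cell in the second may explain the pattern, and with 1 library per passage this cannot be told apart from an effect of passage, outgrowth of such cells included.

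*Pdgfra*, one of the paper's fibroblast markers, whose level in the cultures its text does not give, had a UMI in 52.2% of thinned PC5 cells (68.7% without thinning) and 0.0894% of thinned PC20 cells. It had 88.6 CPM in PC5 and 0.131 CPM in PC20, a log2 ratio of 9.40 (8.84 to 10.03). *Dcn* had a log2 ratio of 8.26 (7.76 to 8.81), and *Lum* was 227-fold higher in PC5 against the 3 UMIs set for a count of 0. The 3 expressed fibroblast markers had a median log2 ratio of 8.26, and 1 of them, *Col3a1*, is also among the collagens the paper names. Fibroblast-like cells confined to some PC5 clusters are argued against as the only source, since every PC5 cluster had at least 19.1% of the library's *Pdgfra* level. That lowest level was in a cluster with a median of 5651 UMIs per cell, where free RNA was not ruled out. A PC5 cluster of 1035 cells, with *Dcn* among its leading genes, had 179 CPM. A subset spread over the clusters is not excluded, since a cluster's level is a mean over its cells. Whether most PC5 cells resemble fibroblasts or PCs that express these genes was not tested.

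The 21 targets of ATF4, the transcription factor of the amino acid stress response, had a median log2 ratio of -2.53, below all of 10000 random lists matched on expression, with 20 of the 21 higher in PC20. The paper shows 4 of them (*Asns*, *Trib3*, *Mthfd2* and *Eif4ebp1*) in Fig. 4D under another pathway, and its text does not discuss the response. *Trib3* had a log2 ratio of -6.04 and *Ddit3* of -5.32, while *Sesn2* was higher in PC5 at 0.22. A stressed subset confined to some PC20 clusters is excluded as the only source, since the median was -1.85 in the PC20 cluster where it lay nearest 0. Cluster levels cannot exclude a subset spread over the clusters. More cycling cells at passage 20 are excluded too, since the median was -2.72 among cells with no *Mki67* or *Top2a* UMI. The state of the culture at harvest, such as spent medium, was not tested and stays open.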

How the results depend on the processing

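All alternatives were set before the data were examined, except that leaving out clusters of low depth was chosen after seeing the data. No paired analysis was possible because each passage has 1 library and the results come from no test. The alternative without doublets is not given, since Scrublet called 1 PC5 cell and 0 PC20 cells, too few for the caller to have worked.

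The number of expressed genes stayed within 1.5 times 10504 under every alternative, from 8365 with thinned cells to 13539 with a UMI in at least 1% of cells. The numbers of genes past a log2FC of 1 in size followed the pseudocount, the log base and the library size. With a pseudocount of 0.1, 968 genes were higher in PC5, 855 were lower and 5816 were conserved, because a smaller pseudocount draws low genes less towards 0. With natural logs the same threshold passes fewer genes, 51 higher and 59 lower. Without mitochondrial and ribosomal protein genes in the library size 235 genes were higher in PC5 and 194 were lower, because every other gene's scaled level rises against the pseudocount. Under the remaining alternatives 113 to 154 genes were higher and 124 to 148 were lower.

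The correlation of the PC5 and PC20 profiles, 0.884, was 0.887 with the stricter filter, 0.885 without mitochondrial and ribosomal protein genes in the library size, 0.887 with thinned cells, 0.904 on a log scale, 0.871 over the 2000 most variable genes, 0.773 without mitochondrial and ribosomal protein genes in the profile and 0.922 as a Spearman rank correlation. The cause of each move was not tested.

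The lowest correlation between clusters depended on the clustering. For PC5, 0.783 became 0.923 at resolution 0.4, 0.852 at resolution 1.2, 0.828 with 30 dimensions, 0.839 without regression, 0.925 on a log scale and 0.881 with clusters of low depth left out. For PC20, 0.945 became 0.975, 0.935, 0.905, 0.823, 0.969 and 0.968 under the same settings. The cause was not tested, except that the last setting removes by construction the shallow cluster in each lowest pair. For PC5 the other cluster of that pair, with *Mt3* and *Six3* among its leading genes, stayed in the lowest pair.

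The median log2 ratio of all collagens, 1.95, stayed positive, at 1.96 with the stricter filter, 1.98 without mitochondrial and ribosomal protein genes in the library size, 1.88 without cells with a *Mki67* or *Top2a* UMI, 2.04 over 17 of the 20 genes with thinned cells, 1.99 centred on the median gene, 2.01 with means over cells and 2.08 over the 25 genes in at least 1% of cells. That of glycolysis and gluconeogenesis, -1.21, stayed negative, at -1.20 with all barcodes, -1.18 without mitochondrial and ribosomal protein genes in the library size, -1.33 over 19 of the 20 genes without cells with a *Mki67* or *Top2a* UMI, -1.29 over 18 with thinned cells, -1.17 centred and -1.19 with means over cells. The cause was not tested.

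The shares of cells with a *Mki67* or *Top2a* UMI rose without thinning from 35.9% to 45.0% in PC5 and from 58.0% to 72.2% in PC20, since thinning removes UMIs. With the stricter filter 9424 PC5 and 4563 PC20 cells were kept, and with no filter 10629 and 4884, by construction.

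For 64 single genes, 446 log2 ratios were computed under 7 alternatives, of which 328 stayed inside the counting interval and 113 lay outside it with the same sign. Of the 113, 8 are lower bounds from 0 UMIs in PC20 (*Rgs5*, *Lamc3*, *Cdkn2a* and *Cdkn2b*), which measure no move. The 328 also hold such lower bounds, for *Rgs5*, *Cdkn2b* and, with thinned cells, *Col1a2*, and these do not show that a ratio stayed the same. Of the 446 log2 ratios, 5 changed sign, all among cells with no *Mki67* or *Top2a* UMI: *Bub1* to 1.13, *Plk1* to 1.80, *Ccnb1* to 1.06, *Ccna2* to 0.51 and *Odc1* to -0.19. The setting removes by construction cells that express cell cycle genes, and left 5475 of 9950 PC5 cells and 1321 of 4749 PC20 cells. PC20 cells held more UMIs and more *Mki67*, so cycling cells are more likely to be missed by it in PC5. Such unequal removal can by itself change the sign of a cell cycle gene. The cause was not tested for any of the 5 genes.

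Depth limits the genes at or near 0 UMIs in PC20, such as *Col1a2*, *Cdkn2a* and *Lamc3*, whose ratios have wide intervals or are lower bounds, and *Abcc9*, for which neither library allows a ratio. No alternative addresses the spread between cultures of 1 passage.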

Differences from the paper's values

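The correlation of the PC5 and PC20 profiles was 0.884 against the paper's 0.89. Of the alternatives set before the data were examined, the stricter cell filter (0.887), the library size without mitochondrial and ribosomal protein genes (0.885) and thinned cells (0.887) gave values that round to the paper's. All barcodes (0.883), cells with no *Mki67* or *Top2a* UMI (0.885 when rounded, just under the limit), a log scale (0.904), the 2000 most variable genes (0.871), the profile without mitochondrial and ribosomal protein genes (0.773) and the Spearman rank correlation (0.922) did not.

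The lowest correlation between PC5 clusters was 0.783, where the paper gives values above 0.9 for cultured PCs. Of the alternatives set before the data were examined, resolution 0.4 (0.923) and a log scale (0.925) lay above the paper's limit, while resolution 1.2 (0.852), 30 dimensions (0.828) and no regression (0.839) did not. Leaving out clusters of low depth, chosen after seeing the values, gave 0.881 and did not either.

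The paper reports the expression of stem cell markers as generally low in all its PC clusters, and proposes that cultured PCs do not express them. Of the 2 markers in its Figure 1G, *Nt5e* had thinned shares of 1.10% and 1.12%, too low to be read as expression, while *Eng* had a UMI in 62.4% of PC5 cells after thinning and 3.15% of PC20 cells. It states that immune cell markers such as *Ptprc* were not detectable. Of the 3 in Figure 1G, *Ptprc* was not detectable, while *Thy1* had a UMI in 35.8% of PC5 cells after thinning and *Cd14* had thinned shares of 1.39% in PC5 and 2.46% in PC20.

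Of the 55 genes of Fig. 4D, 54 went in the direction of the panel's color scales. *Rpl5* is placed on the scale for genes higher in PC5, and had a log2 ratio of -1.26. Its dot in the panel is darker for PC20, so the difference is from the color scale.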

Other observations

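The test of how many chromosomes stand apart was written before its result was seen, and the test of a chromosome copy was chosen after. Median log2 ratios were taken by chromosome over 8612 genes seen in at least 10% of the cells of both libraries. On 6 of 20 chromosomes (2, 3, 4, 8, 11 and 17) the median lay outside the central 95% of 10000 random lists matched on expression, which excludes a chance draw of independent genes, since 3 or more were set as the limit. Neighbouring genes are not independent, however, so this limit is too easy to pass. Chromosome 4 lay farthest, with a median 0.31 below that of all genes (-0.31), and chromosome 11 lay 0.18 above it. A gained or lost chromosome copy in part of the cells may give such shifts, but expression alone cannot tell it apart from changes in gene regulation.

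For other lists written before the data were examined, values are given without an explanation. The 17 endoplasmic reticulum chaperone and unfolded protein response genes had a median log2 ratio of -0.71, at percentile 0.42 of random lists matched on expression. The 17 HIF-1 targets outside glycolysis had a median of -1.47, at percentile 0.01, with 15 higher in PC20 and *Car9* lowest at -9.29. The 12 p53 targets had a median of 0.68, at percentile 97.3, with 8 higher in PC5. The 5 expressed genes of the *Cdkn2a* region had a median of 1.00 with members in both directions.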
